A study of Rattus norvegicus with 9 samples.

How the data were processed

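The series holds RNA-seq of retinal microglia from Dark Agouti rats, an inbred laboratory strain. Diabetes was induced at 8 to 10 weeks of age with streptozotocin, a toxin of the insulin-producing cells of the pancreas, given at 55 mg/kg after 12 hours of fasting, and control rats received citrate buffer. Per the labels' protocols, diabetic rats were given 2 units of insulin when blood glucose passed 30 mmol/l, and retinas were taken 4 weeks after the injection. Whole retinas were digested with papain and CD11b-positive cells were sorted by flow cytometry. RNA was preamplified with a SmartSeq kit before Nextera XT libraries were made. CD11b marks microglia and also blood-derived and border myeloid cells, and cells can respond to dissociation and sorting. The labels name no molecular identifiers, so counts are taken as reads and not molecules. All 9 libraries carry the same flow cell and lane in the labels, so no sequencing batch can be compared.

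The main measurement is a table of raw counts per gene symbol that the authors deposited, with 28343 genes and 1 column per library. The aligner, the counting program and its strand setting are not given in the sources used here. No row lacked a gene name. A second table gives the authors' comparison of the groups as a log2 fold change, a p-value and an adjusted p-value for 12069 genes, as the authors deposited it without naming a tool or model. The counts repeated in that table equalled the count table for every gene, and the 12069 genes were those with a CPM above 1 in at least 3 libraries. Its log2 fold changes differed by at most 0.0154 from edgeR fold changes of diabetic minus control computed without normalization factors, which gave their sign. The remaining 9 files are transcript assemblies made by StringTie 1.2.4 on the Ensembl annotation of the rat genome build Rnor6, per the file headers. They hold TPM values per assembled transcript, normalized within each library by the authors. Between 8.63% and 10.4% of their transcripts carried a reference identifier, and these held 8.45% to 12.7% of the TPM. Coordinates in the report are the span of these reference transcripts on Rnor6, given where a symbol had a single locus, and a span can be shorter than the gene. Genes whose copies are alike, among them the linker histones, can have shared or lost reads in the counting. Overlapping and antisense genes carry the same limit, since the strand setting is not given.

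Samples were grouped by their titles and treatment labels into 5 control and 4 diabetic libraries. Total counts ran from 6228756 to 11332823 per library. Genes with too few counts were removed with filterByExpr (minimum count 10, minimum total 15), which left 11748 genes of the 17822 with any count. Counts were scaled with TMM factors and tested with the edgeR 4.0.16 quasi-likelihood F test with robust dispersion in R 4.3.3, without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the normal quantile of its p-value. The common biological coefficient of variation was 0.251. Normalised CPM uses the TMM-scaled library size, and means are given with the SD over libraries.

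A set of 14 gene lists was fixed before the data were examined: microglia identity, renin-angiotensin system, vasoregulation, inflammatory cytokines, interferon response, disease-associated microglia, antigen presentation class II, glycolysis, photoreceptor, Muller glia, inner retinal neuron, vascular cell, blood and border myeloid cell, and cell isolation response. Lists were tested with cameraPR of limma 3.58.1 on the signed z of each gene, with a preset correlation of 0.01 and at least 5 tested genes per list, and again with fry and with camera at an estimated correlation. Separation of the groups was measured on log2 CPM (prior count 2) of the 500 most variable genes as the mean distance between libraries of different groups minus the mean distance within groups, with an exact permutation test over all splits of the libraries into 5 and 4, whose p is the share of splits with a difference as large. The share of counts on 6 marker lists was compared on the log2 scale by the same exact permutation test, two-sided. The smallest p these permutations can give is 0.00794. Pairs of libraries were compared by a chi-square statistic over genes with at least 20 counts. It was at least 11.9 per degree of freedom in every pair, so no 2 libraries were counted as 1. All other lists, thresholds and alternatives named here were also set before the data were examined unless said otherwise.

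The genes named in the text follow a rule fixed before the data were examined. It takes up to 5 genes per direction past the adjusted threshold. It takes up to 5 members of each list past the threshold over all genes or adjusted over the list alone. It always takes Cx3cr1, P2ry12, Tmem119, Csf1r, Agt, Agtr1a, Il1b and Tnf, and it takes the 3 genes with the smallest p in each direction in the authors' deposited table. Of the genes it gave, Agtr1a and Tnf had too few counts to be tested, and some results for single genes are not reported here. Genes that lead the first principal component, members of the vascular list, genes of the added lists and Cfd are named outside the rule, after their values were seen.

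The model was tested on simulated counts drawn from the means, dispersions and library sizes of these 9 libraries with 200 genes changed. The quasi-likelihood test recovered 66.5% of genes changed 2-fold over 11615 tested genes, with 4.32% false among the calls, and 90.0% of genes changed 4-fold over 11585 genes, with 5.76% false. The likelihood-ratio test recovered 77.5% of the genes changed 2-fold with 13.4% false, and DESeq2 recovered 77.0% over 11746 genes with 12.5% false. With no gene changed, the quasi-likelihood test made 0 calls over 11618 genes and 0 of 14 lists passed. With the vasoregulation list raised 2-fold, 1 list passed. Simulated genes varied independently of each other, which real genes do not.

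The alternatives set in advance were DESeq2 1.42.0 size factors, upper-quartile factors, no filter on low counts, a CPM of at least 5 in at least 4 libraries, the DESeq2 Wald test, limma-voom with and without quality weights, the edgeR likelihood-ratio test, the photoreceptor list as a covariate, the replicate number as a block, leaving out each library in turn, and limma-trend on log2(TPM + 1). The separation was also computed on the 100 and 2000 most variable genes, on all tested genes and on 1 minus Spearman's correlation, and the shares as mean log2 CPM and without the most abundant gene of each list. TPM per gene could be read in all 9 assemblies for 1765 genes, of which 833 had a TPM above 1 in at least 4 libraries. Another 3 settings were added after the data were seen: no normalization factors, no factors with the likelihood-ratio test, and the cell isolation list as a covariate. The no-factor settings were picked after several combinations of scaling and test were compared with the authors' deposited table. Marker lists of neutrophils, monocytes, border macrophages, red blood cells and lymphocytes were also added after a first look at the results. The reference table of gene positions is on the build GRCr8, so none of its positions were used. Figures were drawn with matplotlib 3.10.9.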

Results

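Microglia, the resident macrophages of the retina, were sorted from rats made diabetic with streptozotocin and from rats given citrate buffer, and their RNA was sequenced 4 weeks later to find which genes differ early in diabetes. The data comprised 5 control libraries (numbered 1, 3, 4, 5 and 6) and 4 diabetic libraries (numbered 1, 2, 4 and 5). Total counts ranged from 9156591 to 11332823 in control libraries and from 6228756 to 9629829 in diabetic libraries, and the lowest total was that of diabetic 4. Between 14456 and 15302 genes had at least 1 count in a library. The most abundant gene was Cst3 in every library, with 3.46% to 5.51% of the counts. TMM factors lay between 0.839 and 1.03 in control libraries and between 1.01 and 1.07 in diabetic libraries. Spearman's rho of log2 CPM across genes, which are not independent replicates, was 0.948 to 0.987 between control libraries, 0.978 to 0.984 between diabetic libraries and 0.942 to 0.984 between libraries of different groups.

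The first question was whether the group explained the largest differences between libraries. The mean distance between libraries of different groups was 41.8 and that within groups was 40.9, a difference of 0.98 (exact permutation test over all splits, p = 0.302). Control libraries lay farther from each other (mean distance 46.5) than diabetic libraries did (31.5). Of the alternatives on the same distance and genes, leaving out control 1 moved the difference most, to 5.06. It fell below 0 without diabetic 1 (-2.41), diabetic 2 (-1.28) or diabetic 4 (-2.70), and 0 of the 14 alternatives that could pass the threshold did so. The replicate block, with 8 swaps, could not. The first principal component held 47.5% of the variance and did not follow the groups. Controls 4 and 6 had scores of 28.6 and 37.2 on it, controls 1 and 3 had scores of -21.0 and -21.0, control 5 had 3.40, and the diabetic libraries ran from -13.2 to 3.51. The genes with the largest loadings on it were Il1a, Cd274, Hbegf, Maff and Nr4a3. The second component held 17.4% of the variance. Diabetic 1, 2 and 4 had the lowest scores on it (-13.8, -8.22 and -16.9), the controls ran from -1.91 to 23.6, and diabetic 5 (0.803) lay among them.

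**Figure D1:**
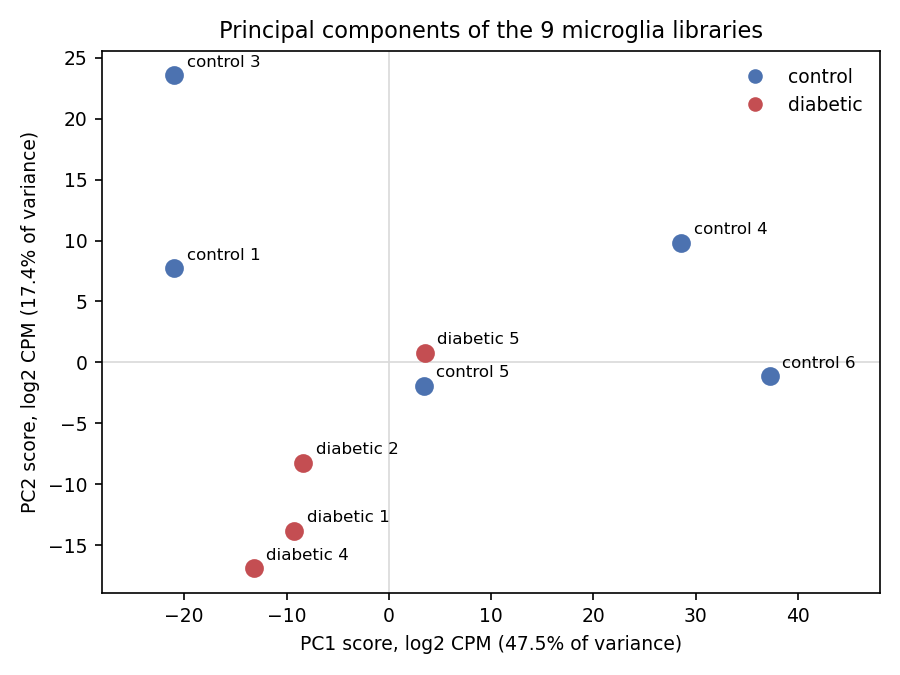
Scores of the 9 libraries on the first and second principal components of log2 CPM over the 500 most variable genes, with blue points for control and red points for diabetic libraries. Controls 4 and 6 lie at 28.6 and 37.2 on the first component, and the diabetic libraries lie between -13.2 and 3.51.

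The central comparison asked which genes changed in diabetic against control microglia. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 of 11748 genes passed an adjusted p of 0.05, 5 of them higher and 3 lower in diabetic microglia. At an adjusted p below 0.1 there were 223 genes, 123 higher and 100 lower. At an unadjusted p below 0.05 there were 2226 genes, against 587 expected by chance if genes were independent. The diabetic and control values did not overlap for 991 genes, or 8.44% of those tested, where chance gives 1.59%. The count of calls depended on the setting. The alternative that moved it most was the cell isolation list as covariate, added after the data were seen, with 1474 genes. The DESeq2 Wald test gave 599 of 17805 genes, the likelihood-ratio test gave 233 and limma-voom gave 4. Of the 8 calls, 5 (62.5%) were higher. With upper-quartile factors 27 of 31 calls (87.1%) were higher, and without normalization factors, a setting that raised the median log2 fold change of all genes from 0.0017 to 0.12, 28 of 29 calls (96.6%) were higher. The share was lower by the DESeq2 Wald test (281 of 599, 46.9%), with the cell isolation covariate (555 of 1474, 37.7%), without control 1 (32 of 75, 42.7%) and on TPM (1 of 5, 20%). The count was 75 without control 1 and 6 without control 6 or diabetic 5. It was 2 without diabetic 2 and 1 without control 3 or control 5. It was 0 without control 4, diabetic 1 or diabetic 4, with 1686, 1793 and 1528 genes at an unadjusted p below 0.05 in the same fits; other tools were not run on these subsets.

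All 4 diabetic libraries lay outside the range of the 5 control libraries for each of the 8 genes. Hist1h1c (ENSRNOG00000054978, Rnor6 chromosome 17, 43639749 to 43640387, minus strand), a linker histone gene whose reads can be shared with related histone genes, rose from 18.7 ± 5.65 CPM (SD, n = 5) in control to 60.0 ± 7.69 CPM (SD, n = 4) in diabetic libraries. Its log2 fold change was 1.68 (SE 0.36), with a quasi-likelihood adjusted p of 0.0196. Astn1 (ENSRNOG00000005667, chromosome 13, 76055410 to 76343325, plus strand) was lower, with 67.6 ± 7.99 CPM (SD, n = 5) in control and 29.6 ± 6.20 CPM (SD, n = 4) in diabetic libraries. Its log2 fold change was -1.18 (SE 0.25), with a quasi-likelihood adjusted p of 0.0196, and control 1 (53.4 CPM) lay below the other controls (69.3 to 71.9 CPM). The remaining genes had quasi-likelihood adjusted p-values between 0.0380 and 0.0496. Syt3 (chromosome 1, 100393303 to 100408083) was at 15.9 ± 1.67 CPM in control and 29.6 ± 2.42 CPM in diabetic libraries, with a log2 fold change of 0.89 (SE 0.20). Cd99 (chromosome 20, 56192390 to 56197025) was at 11.1 ± 1.24 and 23.2 ± 4.01 CPM, a log2 fold change of 1.06 (SE 0.25). Pla2g7 (chromosome 9, 19935768 to 19978013) was at 69.1 ± 5.35 and 105 ± 7.43 CPM, a log2 fold change of 0.60 (SE 0.14). Fxyd2 (chromosome 8, 49710477 to 49716955) rose from 0.975 ± 0.201 to 4.10 ± 0.880 CPM, a log2 fold change of 2.05 (SE 0.48) that rests on 6 to 13 counts in control libraries and 30 to 49 counts in diabetic libraries. Adgre1 (chromosome 9, 9431860 to 9585865) fell from 1857 ± 142 to 1254 ± 55.4 CPM, with a log2 fold change of -0.57 (SE 0.13). Mpeg1 (chromosome 1, 228724900 to 228727160) fell from 2800.3 ± 275 to 1851 ± 157 CPM, with a log2 fold change of -0.60 (SE 0.14). These 8 genes kept their direction under every alternative that tested them, and 84 of their 176 results under alternatives were no longer past the threshold, with adjusted p-values of up to 0.207 when 1 library was left out, up to 0.374 with the replicate block and 0.844 for Mpeg1 on TPM, where its log2 fold change was -0.18.

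**Figure D2:**
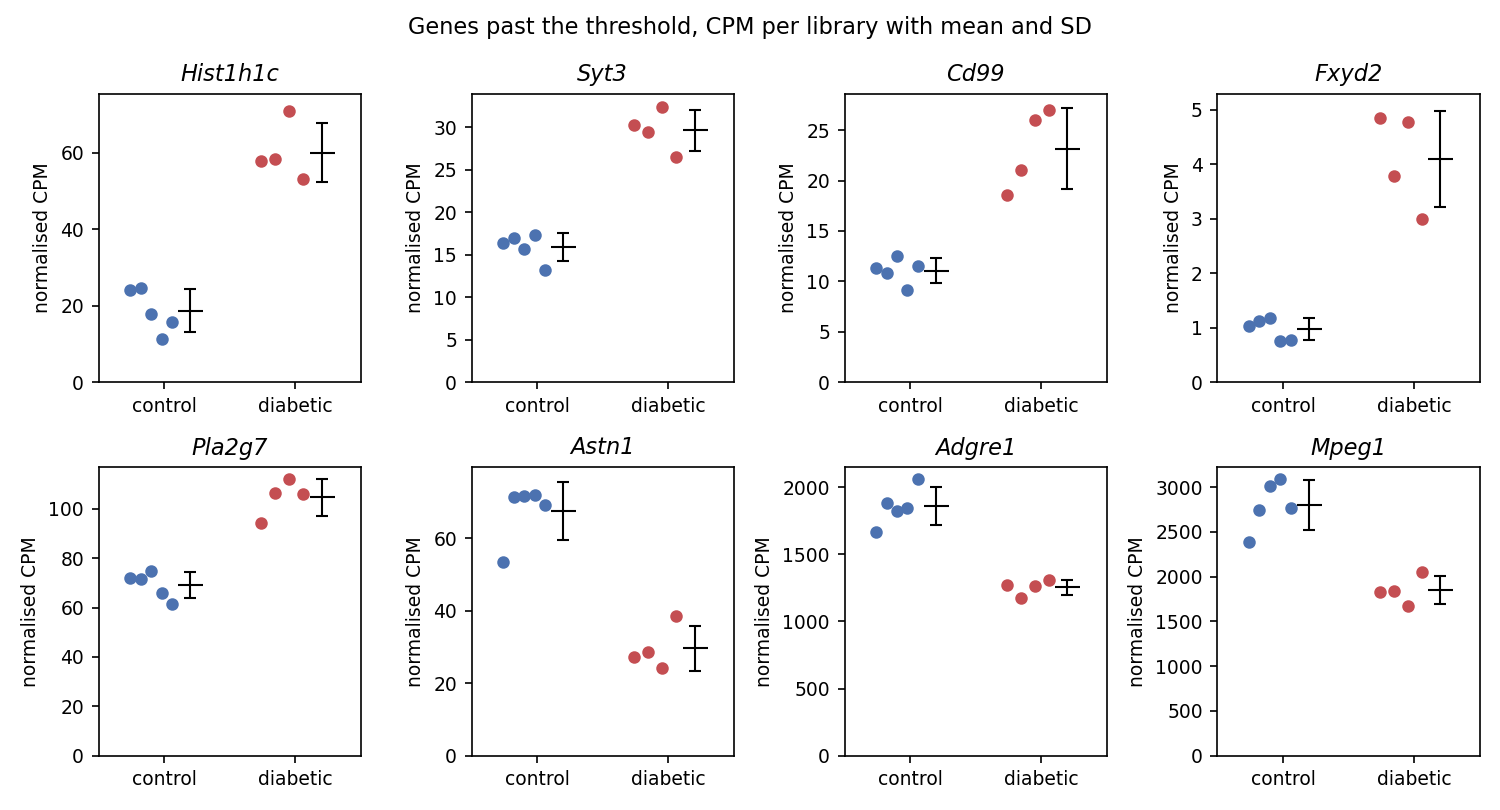
Normalised CPM (linear axes from 0) of the 8 genes past the adjusted threshold, with 1 point per library, blue for control and red for diabetic, and bars for the mean and SD. In each panel the 4 diabetic libraries lie outside the range of the 5 control libraries, as for Hist1h1c with 18.7 CPM in control and 60.0 CPM in diabetic libraries.

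Genes fixed for reporting whatever their values included markers of microglia. Cx3cr1 was at 2187 ± 371 CPM (SD, n = 5) in control and 2395 ± 187 CPM (SD, n = 4) in diabetic libraries, with a log2 fold change of 0.13 (SE 0.13, quasi-likelihood adjusted p = 0.560). P2ry12 was at 1649 ± 231 and 1602 ± 127 CPM (log2 fold change -0.041, quasi-likelihood adjusted p = 0.859), and its sign turned under upper-quartile factors (0.031), without factors (0.062), with the cell isolation covariate (0.0046) and without control 1 (0.018). Tmem119 (2924 and 2645 CPM) and Csf1r (11122 and 10048 CPM) did not pass either, with quasi-likelihood adjusted p-values of 0.731 and 0.249. Agt, the gene of angiotensinogen, was at 3.51 ± 0.988 CPM (SD, n = 5) in control and 7.61 ± 2.03 CPM (SD, n = 4) in diabetic libraries, and all 4 diabetic libraries lay above all control libraries. Its log2 fold change was 1.13 (SE 0.35) and its quasi-likelihood adjusted p over all genes was 0.0933, short of the threshold. It passed under 4 of 22 alternatives, with adjusted p-values from 0.00269 to 0.374 over all of them, and it rests on 26 to 106 counts per library. Agtr1a, an angiotensin receptor gene, had 11 counts in control 1, 12 in control 3, 1 in control 4 and 0 in the remaining 6 libraries. A count of 0 in the 34470805 counts of the diabetic group allows up to 0.0870 CPM, for counting error only. Il1b spread from 56.5 to 6392 CPM in control and from 132 to 460.2 CPM in diabetic libraries. Its log2 fold change of -2.56 (SE 1.68, quasi-likelihood adjusted p = 0.377) did not exceed the spread between control libraries, in which controls 4 and 6 had 24834 and 49530 counts. Tnf had 49 counts over the control and 2 over the diabetic libraries, 41 of them in control 3, and its symbol covers more than 1 gene identifier in the assemblies.

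The 14 gene lists were compared next. By cameraPR, 3 lists passed an adjusted p of 0.05. The blood and border myeloid cell list was higher in diabetic microglia, with 10 of 11 tested genes higher, a median log2 fold change of 1.01 and an adjusted p of 9.04e-06. The inner retinal neuron list was higher, with 14 of 19 genes higher, a median of 0.58 and an adjusted p of 0.0136. The vascular cell list was lower, with 1 of 17 genes higher, a median of -1.42 and an adjusted p of 0.0116. Under fry only the blood and border myeloid cell list passed, with an adjusted p of 0.0499, and with an estimated correlation, the alternative that moved the count most, 0 lists passed and that list had an adjusted p of 0.193. Other splits of the 9 libraries gave as many lists by cameraPR in 95 of 100 splits, the real one included, so the number of lists is not set apart from chance. The blood and border myeloid cell list stayed past the threshold when any 1 library was left out. The vascular cell list had an adjusted p of 0.508 without control 1 and 0.0891 without control 3, and the inner retinal neuron list had 0.110 without diabetic 1 and 0.0690 without control 3. Without diabetic 1 the Muller glia and glycolysis lists passed as lower, and without diabetic 2 the photoreceptor list did. The inflammatory cytokines list passed as lower under 6 alternatives: without control 3 (adjusted p = 0.0304), without a filter on low counts (adjusted p = 0.0458), by the DESeq2 Wald test (adjusted p = 0.0334), by the likelihood-ratio test (adjusted p = 0.0408), and without factors by either test (adjusted p = 0.0420 and 0.00640). The remaining 11 lists had cameraPR adjusted p-values between 0.227 and 0.864. For antigen presentation class II the median (0.14) and mean (0.014) log2 fold change were above 0 while the test leaned lower, and for cell isolation response the mean was -0.15 while the median (0.026) and the test leaned higher.

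No member of any list passed over all genes. Adjusted over the list alone, 7 genes of the blood and border myeloid cell list passed, 4 each of the inner retinal neuron and vasoregulation lists, 3 of the renin-angiotensin system list, 2 each of the microglia identity and Muller glia lists, and 1 each of the disease-associated microglia, glycolysis and vascular cell lists. In the blood and border myeloid cell list, S100a9 rose from 2.32 ± 2.52 CPM (SD, n = 5) to 29.9 ± 18.6 CPM (SD, n = 4), a log2 fold change of 3.61, and S100a8 rose from 0.240 ± 0.373 to 5.12 ± 3.96 CPM, a log2 fold change of 4.21 (SE 1.25) on 0 to 9 counts in control libraries and 14 to 64 counts in diabetic libraries. Cd163 rose from 57.4 ± 22.1 to 168 ± 64.4 CPM and Plac8 from 3.20 ± 1.06 to 8.91 ± 4.93 CPM, with 16.3 CPM in diabetic 4 and 5.81 to 6.95 CPM in the other diabetic libraries, and F13a1 was at 105 ± 31.8 and 211 ± 98.8 CPM. For the first 4 of these genes all 4 diabetic libraries lay above all control libraries, and for F13a1 3 did. Their quasi-likelihood adjusted p-values over all genes were 0.0895 to 0.156. In the renin-angiotensin system list Thop1 and Ctsd were lower (log2 fold changes of -0.47 and -0.23) and Agt higher, and Ctsd turned to 0.24 on TPM values. In the vasoregulation list Ltc4s (0.89) and Alox5 (0.34) were higher and Ptgs1 (-0.28) and Hif1a (-0.38) lower. Txnip of the glycolysis list (0.70), Axl of the disease-associated microglia list (0.72) and C1qc of the microglia identity list (0.35) were higher. Among retinal genes, Pcp2 (1.61), Isl1 (1.68), Trpm1 (1.25) and Grm6 (1.49) were higher, and all 4 were highest in control 1 among the controls (8.03, 6.14, 17.8 and 8.03 CPM), while Car2 (-0.53), Slc1a3 (-0.36) and Tagln (-2.13) were lower. These log2 fold changes had quasi-likelihood adjusted p-values over all genes of 0.0608 to 0.143.

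**Figure D3:**
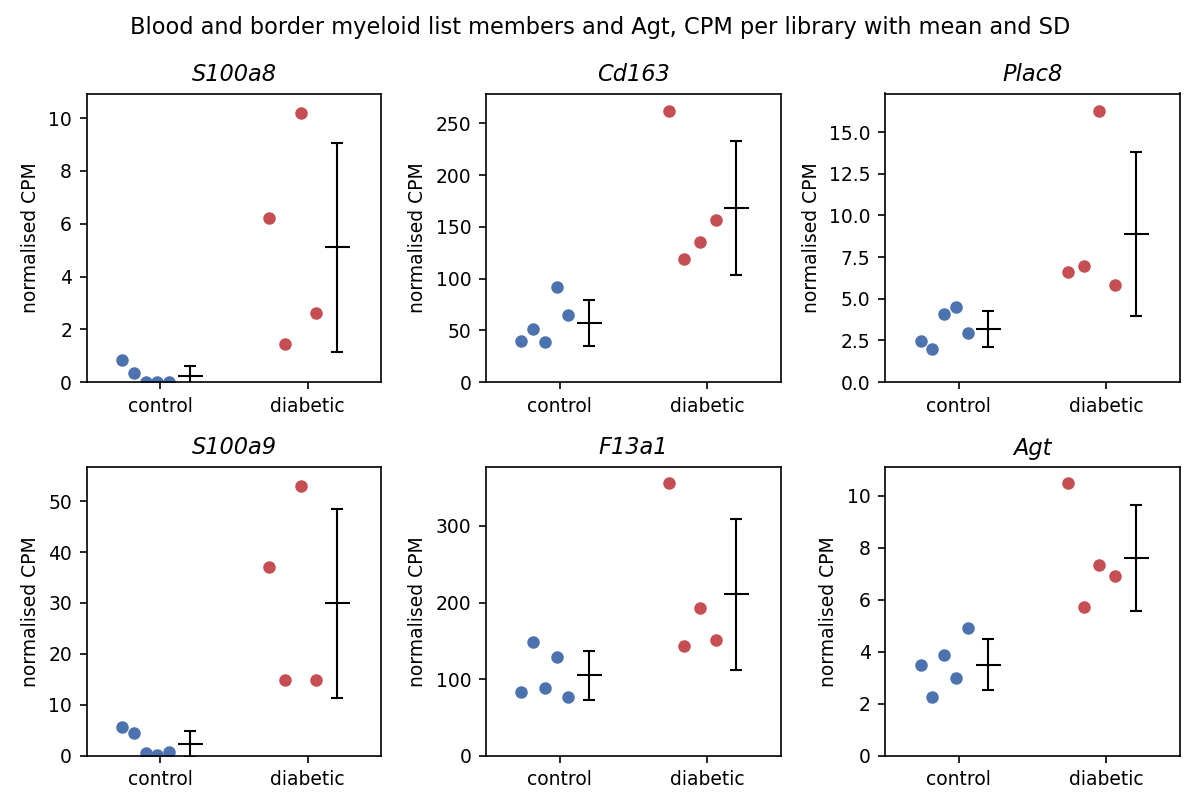
Normalised CPM (linear axes from 0) of 5 members of the blood and border myeloid cell list and of Agt, with 1 point per library, blue for control and red for diabetic, and bars for the mean and SD, which end at the axis where they would pass below 0. S100a9 averages 2.32 CPM in control and 29.9 CPM in diabetic libraries, and Agt 3.51 and 7.61 CPM.

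The share of counts on marker lists was measured to compare the purity of the sorted cells. The microglia identity list held 5.38% ± 0.616 (SD, n = 5) of control counts and 5.62% ± 0.211 (SD, n = 4) of diabetic counts. The blood and border myeloid cell list held 0.0463% ± 0.0169 and 0.0993% ± 0.0357, a log2 difference of 1.10 with an exact permutation p of 0.0238 and an adjusted p of 0.143 over the 6 lists. Taken as the mean log2 CPM over the list, or without the most abundant gene of the list, its adjusted exact permutation p was 0.0476, which moved the number of lists past the threshold from 0 to 1. The inner retinal neuron list held 0.0160% ± 0.00455 and 0.0287% ± 0.0122 (exact permutation p = 0.0714, adjusted 0.214). The photoreceptor list held 0.103% ± 0.0495 and 0.121% ± 0.0894, the vascular cell list 0.0506% ± 0.0166 and 0.0439% ± 0.00370, and the Muller glia list 0.274% ± 0.0196 and 0.258% ± 0.0206, with adjusted exact permutation p-values between 0.492 and 0.802.

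Lists of cell state differed between libraries of 1 group. The cell isolation response list, made of immediate-early and stress genes, held 0.453% of the counts in control 3, 0.857% in control 5, 1.01% in control 1, 2.38% in control 4 and 2.95% in control 6, and 1.32% to 2.10% in the diabetic libraries. The inflammatory cytokines list held 0.196% in control 3, 0.313% in control 1, 0.398% in control 5, 1.68% in control 4 and 2.69% in control 6, and 0.343% to 0.756% in the diabetic libraries.

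**Figure D4:**
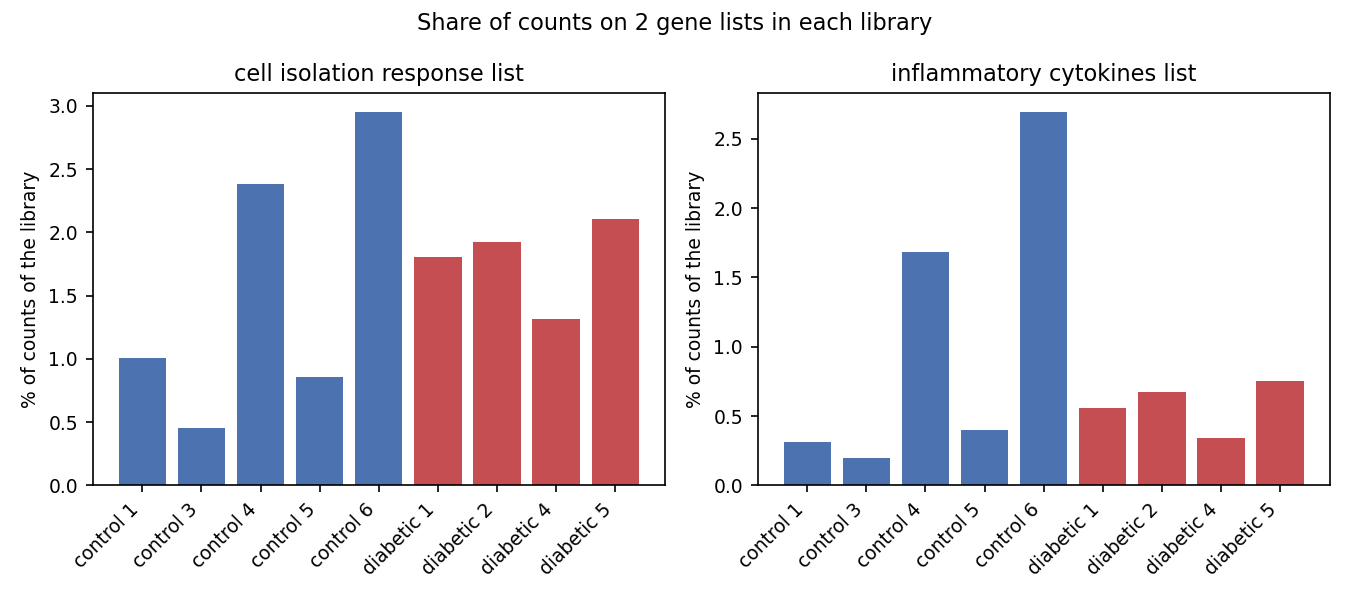
Share of the counts of each library, in percent from 0, on the cell isolation response list and on the inflammatory cytokines list, with blue bars for control and red bars for diabetic libraries. Control 6 has the highest share on both lists (2.95% and 2.69%) and control 3 the lowest (0.453% and 0.196%).

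The authors' deposited table listed 254 genes at an adjusted p below 0.05, of which 232 were higher and 22 lower in diabetic microglia. At an adjusted p below 0.1 the authors' deposited table listed 447 genes, and at an unadjusted p below 0.05 it listed 1830. Its median log2 fold change was 0.12. Of the 8 genes called by the quasi-likelihood test, 6 were among the 254 calls of the authors' deposited table, and Adgre1 and Mpeg1, both lower, were not, with adjusted p-values of 0.381 and 0.403 there. Of the 254 genes 246 were tested by the quasi-likelihood test and 245 of those had an unadjusted p below 0.05 there. Spearman's rho of the log2 fold changes of the authors' deposited table with those of the quasi-likelihood fit was 0.999 across genes, which are not independent replicates. The smallest p-values among higher genes in the authors' deposited table were those of Hist1h1c (log2 fold change 1.78), G0s2 (3.08) and Colec12 (1.47), and among lower genes those of Astn1 (-1.07), Tgm2 (-2.90) and Rab7b (-2.45). In the quasi-likelihood test G0s2 had a log2 fold change of 2.99 (SE 0.81, adjusted p = 0.0711), Colec12 1.36 (SE 0.35, adjusted p = 0.0608), Tgm2 -3.06 (SE 1.13, adjusted p = 0.129) and Rab7b -2.63 (SE 1.16, adjusted p = 0.199). Tgm2 spread from 2.46 to 27.4 CPM and Rab7b from 6.43 to 82.2 CPM between control libraries. Agt had a log2 fold change of 1.26 and an adjusted p of 0.00895 in the authors' deposited table.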

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

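The tests on carried-over neurons in control 1, on the share of microglia in control 1, on activation of control 3 and on Ptgs1 without factors were chosen after the values they measure had been seen. A library was singled out when its gap to the nearest library of its group, divided by the range of the group, passed the 95% critical value of Dixon's test. Over 100 groups of values (totals, detected genes, marker shares and named genes in each group), 9 passed, where chance gives about 5 (1 group in 20). The rule by which the neuron test in control 1 was read was also set after its count was seen. The design names no biological difference between libraries of 1 group, and none was tested as such.

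Diabetic 4 had 6228756 counts against 9159560 to 9629829 in the other diabetic libraries, a gap of 0.862 of the range. It also had the fewest detected genes. With each library thinned to its total, 5 of the other libraries had fewer detected genes (range of the others 14153 to 14894, diabetic 4 14456), so lower sequencing depth alone accounts for the number of genes. Why the depth was lower stays open. Plac8 was at 16.3 CPM in diabetic 4 against 5.81 to 6.95 in the other diabetic libraries, a gap of 0.891 of the range. More blood monocytes in that library would raise their other genes too, but 3 of 12 other monocyte genes were highest in diabetic 4, where 3 are expected by chance, which argues against it as the cause. Of the other named members of its fixed list, S100a8 and S100a9 were also highest in diabetic 4 (10.2 and 52.9 CPM). Cd163 and F13a1 were highest in diabetic 1 (262 and 355 CPM). A change in Plac8 alone, a cause shared with S100a8 and S100a9, or chance stays open.

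Control 1 was apart for 3 genes. Pcp2 was at 8.03 CPM against 5.03 to 5.68 in the other controls (gap 0.785 of the range), and Isl1 at 6.14 CPM against 2.19 to 3.21 (gap 0.742). Of 19 other inner retinal neuron genes, 9 were highest in control 1 among the 5 controls, where 3.8 are expected by chance. That is more than chance and fewer than most of them, so carried-over neuronal RNA in control 1 and a cause limited to a few genes cannot be told apart. Astn1, lower in diabetic microglia, was at 53.4 CPM in control 1 against 69.3 to 71.9 in the other controls (gap 0.861). A lower share of microglia in control 1 is argued against, since its microglia identity share of 6.03% of counts was the highest of the controls. For all 3 genes control 1 was the control nearest the diabetic mean (18.0 CPM for Pcp2, 10.5 for Isl1 and 29.6 for Astn1). A wrong label or another difference of control 1, taken up under other observations, was not tested here and stays open.

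Ptgs1 was at 638 CPM in control 6 against 665 to 671 in the other controls, a gap of 0.834 of a narrow range. With DESeq2 size factors the gap was 0.768 of the range, but these scaled every library almost as TMM did, so this decides nothing. Without factors control 6 was still the lowest control, at 535 CPM against 621 to 686, and its gap of 0.572 of the range was below the critical value. The composition factor of control 6 and a change in Ptgs1 cannot be told apart, and chance stays open. Tgm2 was at 2.90 CPM in diabetic 5 against 0.817 to 1.09 in the other diabetic libraries (gap 0.871), on 29 of the 54 counts of the group. Counting noise is argued against (exact binomial p = 9.39e-05), and reads without molecular identifiers vary more than this test assumes.

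Tnf stood apart in a library of each group. Control 3 held 41 of the 49 control counts, 3.56 CPM against 0 to 0.430 (gap 0.879). Counting noise is argued against (exact binomial p = 2.16e-19). A general inflammatory activation of control 3 is also argued against, since its inflammatory cytokines share of 0.196% was the lowest of all libraries. Of 18 other inflammatory cytokine genes, 0 were highest there, where 3.6 are expected by chance. That count adds little, since controls 4 and 6 had far higher shares (1.68% and 2.69%). A few abundant amplified fragments, another gene under the same symbol, or another cell type stay open and were not tested. In the diabetic group the 2 counts were both in diabetic 1 (0.198 CPM against 0, gap 1). The exact binomial p of 0.0752 is the smallest that 2 counts can give there. The test could not fall below 0.05, so it does not decide on counting noise, which stays open.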

How the results depend on the processing

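The settings without normalization factors and with the cell isolation list as covariate were chosen after seeing the data; the others were planned. The number of changed genes was the least stable result: 4 of 23 alternatives stayed within 1.5 times the count of 8. It was 8 with DESeq2 size factors and 6 with a CPM of at least 5. It was 31 with upper-quartile factors (27 higher), 42 without a filter on low counts (29 higher), 599 by the DESeq2 Wald test (281 higher), 233 by the likelihood-ratio test (168 higher), 4 by limma-voom and 4 with quality weights (2 higher in each), 1 with the photoreceptor list as covariate (higher), 29 without factors (28 higher), 344 without factors by the likelihood-ratio test (320 higher) and 1474 with the cell isolation list as covariate (555 higher). All 8 genes remained called with DESeq2 size factors, upper-quartile factors, no filter, the Wald test, the likelihood-ratio test and the cell isolation covariate. Leaving out 1 library gave 0 to 75 genes. Of 833 genes tested on TPM, 5 passed and none of them was among the 8 genes, of which 1 was tested. TPM values and counts ranked the fold changes of 615 shared genes with a Spearman's rho of 0.403 across genes. The TPM of a gene sums all transcripts of the assembled loci whose reference transcripts name that gene alone. Genes without such a locus have no TPM. The cause of these differences was not tested, except that fewer libraries or genes enter some fits.

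The replicate numbers 1, 4 and 5 occur in both groups. Deviations of same-numbered libraries from their group means correlated at 0.20, -0.11 and 0.016 across genes. Those of differently numbered libraries of the 2 groups correlated at -0.35 to 0.30. The same-numbered values thus show no pairing, but they are too few to rule it out. With the replicate block, 0 genes passed, with 1129 at an unadjusted p below 0.05. In simulated data the block recovered 13.5% of the genes changed 2-fold and 88.0% of those changed 4-fold. With the block, 4 lists passed, among them the photoreceptor list as lower (adjusted p = 4.68e-06), against its direction without the block. The list shift (mean z of a list minus that of other genes) turned to 0.18 for interferon response, 0.42 for disease-associated microglia, 0.40 for antigen presentation class II and -1.40 for photoreceptor, and the separation was 0.29 with an exact permutation p of 0.50 over 8 swaps, too few to pass the threshold.

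Of 24 alternatives, 20 kept the number of shifted lists within 1.5 times of 3. It was 1 by limma-voom, 1 by fry, 1 with the cell isolation covariate and 0 with an estimated correlation. Leaving out 1 library gave 2 to 4. The blood and border myeloid cell list passed under 23 of its 24 alternatives, and the inner retinal neuron and vascular cell lists each kept their direction under all 24 and passed under 16. Shifts of lists that had not passed changed sign: cell isolation response to -0.13 with upper-quartile factors, -0.13 without factors and -0.082 without factors by the likelihood-ratio test, and with quality weights inflammatory cytokines from -0.71 to 0.076 and antigen presentation class II to 0.24. Without 1 library, shifts ran from -0.050 to 0.39 for microglia identity, -0.76 to 0.20 for interferon response, -0.76 to 0.43 for antigen presentation class II, -0.86 to 0.65 for photoreceptor and -0.32 to 0.68 for cell isolation response. The cause was not tested.

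P2ry12 turned to 0.031 with upper-quartile factors, 0.062 without factors by either test and 0.0046 with the cell isolation covariate, and ran from -0.10 to 0.018 without 1 library. Ctsd turned to 0.24 on TPM. Of 701 results for named genes that were not called, 594 stayed on their side of the threshold with their sign, 101 passed it in the same direction and 6 changed sign.

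The separation of the groups stayed above the threshold p of 0.05 under the 14 alternatives that could pass it and ran from -2.70 to 5.06 without 1 library. For marker shares, 1 list passed as mean log2 CPM and 1 without the most abundant gene of each list, in both cases with an adjusted exact permutation p of 0.0476. Without 1 library there are too few splits for a single list to pass, so the share fits without 1 library do not bear on this. Without 1 library the log2 difference ran from -0.31 to 0.41 for photoreceptor and from -0.28 to 0.011 for vascular cell. The authors' deposited table held 447 genes at an adjusted p below 0.1 and 1830 at an unadjusted p below 0.05 against 254. The cause was not tested. Depth limits genes such as Fxyd2, S100a8, Tgm2, Tnf and Agtr1a, which had fewer than 10 counts in some libraries.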

Other observations

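The tests on the authors' scaling, neutrophils, border macrophages, carried-over retinal RNA, the first principal component, the largest shift of any list and the ranges around control 1, and the fits without factors and with the cell isolation covariate, were chosen after the results they bear on had been seen. The neutrophil and border macrophage lists were written before their test but share 1 and 5 tested genes with the fixed blood and border myeloid cell list, whose median had been seen.

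Other splits of the libraries argue against chance as the source of the changed genes but do not exclude it. Of 100 drawn splits into 5 and 4, 2 gave as many genes as the real one, itself included. The other split, which set controls 4, 5 and 6 and diabetic 5 against the rest, gave 101 genes, and 98 splits gave 0. By the DESeq2 Wald test 3 of 100 splits gave as many as 599 genes, and by the likelihood-ratio test without factors 3 of 100 gave as many as 344. In both tests 2 other splits passed the real one: that of controls 4, 5 and 6 and diabetic 5 (1170 and 867 genes), and that of controls 3, 4, 5 and 6 (1026 and 607 genes). In the quasi-likelihood test these splits also had more genes at an unadjusted p below 0.05 (2673 and 2848, against 2226), and both set control 1 beside at least 3 diabetic libraries. Chance could not be excluded for the number of shifted lists (95 of 100 splits) or for the blood and border myeloid cell list. Its own shift was matched in 2 of 100 splits, the real one included, but it was picked as the list with the largest shift, and 10 of 100 splits shifted some list as far. The smallest cameraPR p of any list was as small in 78 of 100. Transcript length bias cannot be told apart from an effect of diabetes for the changed genes, because only 44.3% of tested genes had a transcript length in the assemblies and the check is void.

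Controls 4 and 6 stood apart on the first principal component, and genes such as Il1a, Il1b and Nr4a3 led it. Library depth and carried-over photoreceptor RNA are argued against, since 0 of the 2 libraries lay outside the other 3 controls in total counts and 0 in photoreceptor share. All 18 tested genes of the cell isolation list were above the other controls in both libraries, against 21.3% of all tested genes. A response to dissociation and sorting is a candidate explanation. An inflammatory state of these retinas before dissection would raise many of the same genes and stays open.

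With the cell isolation list as covariate the number of changed genes rose from 8 to 1474, 555 higher and 919 lower, the 8 among them. As many genes were found in 1 of 100 splits, the real one, which argues against chance for this count. Chance is not excluded, since the covariate was chosen after the data were seen and another split gave 1403 genes. Without 1 library the count ran from 441 (without control 6) to 1865 (without control 1), with 887 without control 3, 694 without control 4, 816 without diabetic 1, 731 without diabetic 2 and 752 without diabetic 4. With this covariate, in the quasi-likelihood test, Agt (adjusted p = 0.0157, log2 fold change 1.09), Txnip (adjusted p = 0.00203, 0.76) and Ltc4s (adjusted p = 0.00661, 0.93) passed. Over all alternatives their adjusted p-values ran from 0.00269 to 0.374, 0.000217 to 0.671 and 0.00106 to 0.452. A hypothesis is that variation in the response to cell isolation hides a wider change in these microglia. If diabetes itself changes that response, the covariate removes part of the effect, and the covariate was chosen on the same libraries.

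The split with the second highest count under that covariate, 1403 genes, was that of controls 3, 4, 5 and 6, which differs from the real one in that control 1 joins the 4 diabetic libraries. To follow this up, each library was left out, the 100 genes with the smallest p were taken from the fit of the others, and the library was placed between the control mean (0) and the diabetic mean (1). The median position was 0.529 for control 1, against -0.074 to 0.297 for the other controls and 0.559 to 1.10 for the diabetic libraries. Control 1 lay between the groups, above every other control and close below diabetic 5, the lowest diabetic library. Of the 75 genes called without control 1, it lay within or beyond the range of the other controls for 13, within or beyond that of the diabetic libraries for 13, and between for 49. For the 8 of them also called with control 1 among the controls, a selection that favors control-like values in it, these numbers were 5, 0 and 3. On the 100 genes picked without it, control 1 was between for 63, the most of any library. On those picked without them, controls 3, 4, 5 and 6 were between for 34, 26, 23 and 17. Diabetic 5 was between for 60, diabetic 2 for 53, diabetic 1 for 43 and diabetic 4 for 17. Lying between thus set control 1 apart from the other controls, but hardly from diabetic 5 and diabetic 2. A wrong label of control 1 may explain this and is not shown by it, since its position is also below that of all 4 diabetic libraries. An animal or a sort that differed for another reason stays open.

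S100a8 and S100a9 rose in diabetic microglia. Of 7 other tested neutrophil genes 6 were higher, with a median log2 fold change of 1.37 (limma's cameraPR adjusted p = 0.0163 over the 5 added lists), including Trem1 (2.77 and 7.12 CPM in control and diabetic libraries), Mmp8 (0.933 and 4.57 CPM) and Cxcr2 (0.766 and 2.94 CPM). Csf3r, the most abundant at 329 and 288 CPM, was lower. This test uses the preset correlation under which 95 of 100 splits passed as many lists, so it is weak evidence. The levels are consistent with a small number of neutrophils carried along in the sort, and whether they come from retinal vessels or tissue stays open. Of 13 monocyte genes 9 were higher, with a median of 0.16 (cameraPR adjusted p = 0.0387), and 3 of the 13 are also in the fixed myeloid list. The lymphocyte list (3 tested genes, median log2 fold change -0.019, mean 0.13) and the red blood cell list (1 tested gene, 0.48) held too few genes for a list test.

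Cd163 and Colec12 also rose, as did Cfd (69.5 and 195 CPM), a gene picked after its value was seen. Of 15 other border macrophage genes 13 were higher, with a median log2 fold change of 0.72 (limma's cameraPR adjusted p = 6.19e-04). Among the most abundant, Lyve1 was at 206 and 359 CPM, F13a1 at 105 and 211 CPM and Fcna at 74.3 and 122 CPM in control and diabetic libraries, while Nrp1 (270 and 238 CPM) and Cp (156 and 112 CPM) were lower. The same limit of the test holds here. The values are consistent with more perivascular or border macrophages among the sorted cells. Microglia that turn on these genes in diabetes stay open, since sorted pools do not separate the 2.

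More carried-over retinal RNA of every kind is not ruled out as the source of the rise of the inner retinal neuron list. With the photoreceptor list as covariate the list still passed (cameraPR adjusted p = 0.0371, over all alternatives 0.000729 to 0.918). The photoreceptor list did not pass as higher (cameraPR adjusted p = 0.597), though 18 of its 22 genes were higher. Both tests use the preset correlation under which 95 of 100 splits passed as many lists, so they are weak evidence. With an estimated correlation and no covariate, the adjusted camera p of the inner retinal neuron list was 0.918. The photoreceptor list is itself unstable, since it passed as lower with the replicate block (adjusted p = 4.68e-06) and without diabetic 2 (adjusted p = 0.0238). Bipolar cells that die or break up more easily, or microglia that take up their RNA, are open and were not tested, and the list was not past the threshold under fry. For the vascular cell list, controls 1 and 3 were the highest pair of libraries for 10 of 17 genes, for example Cldn5 with 609 and 317 counts against 1 to 93 elsewhere, and the same libraries held 11 and 12 of the 24 control counts of Agtr1a. Without control 1 the adjusted p of the list was 0.508, so the lower value in diabetic microglia may reflect vascular cells carried along in these controls.

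Of the calls in the authors' deposited table, 91.3% were higher. Its fold changes equalled those computed without normalization factors to within 0.0154, and differed by a median of 0.117 from those with TMM factors. On the same 12069 genes the likelihood-ratio test gave 93.0% higher calls without factors (332 of 357) and 72.5% with TMM factors (179 of 247), a fall of 20.5 percentage points. Control libraries had a mean factor of 0.967 and diabetic libraries 1.05, so the factors lower the log2 fold changes and the share had to fall. A missing composition factor and more genes that rise cannot be told apart by this test. The tool behind the table is not given in the sources used here.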
